# Comparative analysis of defensin expression in *Hyalomma asiaticum* ticks exposed to *Staphylococcus aureus* and *Escherichia coli*

**DOI:** 10.3389/fvets.2026.1902523

**Published:** 2026-08-24

**Authors:** Zhen Ma, Depeng Yang, Tingxiang Luo, Sen Yang, Wenxiu Hu, Qiya Wu, Zhengxiang Hu, Yongchang Li, Yang Zhang, Wei Zhang, Bayinchahan Gailike, Qingyong Guo, Xiaoyun Mi, Ercha Hu, Caishan Li

**Keywords:** bacterial challenge, comparative transcriptomics, defensin, *Hyalomma asiaticum*, innate immunity

## Abstract

**Background:**

*Hyalomma asiaticum*, which acts as a vector of zoonotic pathogens, relies on its innate immune system for defense.

**Methods:**

Unfed adult female *H. asiaticum* ticks were injected with *Escherichia coli* (Gram-negative) or *Staphylococcus aureus* (Gram-positive), with PBS-injected ticks as controls. After 24 h, RNA sequencing (RNA-Seq) was performed to compare transcriptomic profiles. Differential expression analysis, KEGG pathway enrichment, and phylogenetic characterization of defensin genes were conducted. RT-qPCR was used to validate selected defensin expression levels.

**Results:**

Transcriptome assembly yielded 195,132 unigenes. Principal component analysis (PCA) clearly separated the PBS control, *E. coli*-challenged (EC), and *S. aureus*-challenged (SA) groups. A total of 4,294 and 4,582 differentially expressed genes (DEGs) were identified in the EC and SA groups, respectively, compared to the PBS control. KEGG pathway enrichment analysis revealed that the MAPK signaling pathway and the Ras signaling pathway were commonly activated in both infection groups. In contrast, the lysosome pathway was significantly enriched among down-regulated DEGs in both EC and SA groups. Fifteen putative defensin genes were identified from the transcriptome, featuring conserved RVRR, CXXXC and CXC motifs. Several of these defensin isoforms were significantly up-regulated following bacterial challenge, indicating their involvement in the antibacterial response.

**Conclusion:**

This comparative transcriptomic study provides a comprehensive characterization of the defensin repertoire and immune signaling responses of *H. asiaticum* to Gram-negative and Gram-positive bacterial challenges. The shared activation of the MAPK pathway, together with significantly enrichment of Ras signaling pathways, reveals both common and distinct antibacterial defense strategies. The strong up-regulation of defensins and the down-regulation of lysosome highlight key transcriptional events. These findings offer a valuable resource for understanding tick innate immunity and may inform future interventions for tick-borne disease control.

## 1 Introduction

Ticks are obligate ectoparasitic arthropods that rely exclusively on vertebrate blood for survival (1, 2). Ticks are second only to mosquitoes as vectors of pathogens in humans or livestock, and can transmit multiple pathogens comprising bacteria, fungi, viruses, protozoa, and nematodes. Diseases transmitted by ticks, such as Lyme disease, tick-borne encephalitis, human granulocytic anaplasmosis, and various rickettsioses, present a growing threat to public health and causing significant economic setbacks for livestock production worldwide (3–5).

Ticks generate corresponding immune responses under the stress of various pathogenic microorganisms (6, 7). Previous studies revealed that, like other invertebrates, ticks defend themselves with a primitive innate immune system consisting of humoral and cellular responses (8). The cell-mediated action is represented by phagocytosis, encapsulation and nodulation; while the humoral defense depends on a variety of humoral factors such as pattern recognition receptors, complement-related molecules, lectins, and antimicrobial peptides (AMPs) (9–11). Among tick antimicrobial substances, certain defensins exhibit potent bactericidal effects. Typically, ticks’ defensins contain six cysteine residues and are commonly expressed in the midgut following blood-feeding or pathogen invasion (12, 13). Tick defensins have a broad spectrum of antimicrobial profiles, which are primarily directed against Gram-positive bacteria, and few isoforms are also effective against Gram-negative bacteria (14–16).

Many stimulants related to microbial invasion, such as injury, infection, and blood-feeding, induce the secretion of these protective substances (17). Previous research indicated that following the injection of bacteria into tick species, defensins are expressed in an array of tick tissues, including the midgut, hemolymph, salivary glands, ovaries, and fat body (18, 19). The distribution pattern of defensins exhibits either tissue-specificity or a ubiquitous presence (20).

In this research, the objective was to induce an immune response in *Hyalomma asiaticum* by exposing it to both *Staphylococcus aureus* and *Escherichia coli* stress. Through this approach, the gene-level changes during the tick’s immune reaction were monitored. The primary goal was to identify and structurally elucidate the genes encoding antimicrobial effector molecules of *H. asiaticum* that are specifically up-regulated in response to particular pathogen invasions. To achieve this, a data-mining experiment was employed. By analyzing the gene expression data obtained from the bacterial-stressed ticks, candidate molecules that could be further investigated were identified. These findings are expected to potentially offer some insights on how ticks defend themselves against bacterial threats.

## 2 Materials and methods

### 2.1 Experimental samples, bacteria, and ethical statements

The *H. asiaticum* ticks used in the experiment were artificially reared and preserved at the College of Veterinary Medicine, Xinjiang Agricultural University. To maintain the optimal experimental environment, the ticks were kept in the laboratory following rearing and storage conditions in an ambient air temperature of 24 °C ± 1 °C, a relative humidity of 85% ± 5%, and a 14 h light and 10 h darkness photoperiod. The *S. aureus* (ATCC6538) and *E. coli* (CMCC44102) strains used in this study were commercially obtained (HaiBo Biotechnology, China). All animal procedures were performed in line with the guidelines in Document 2023025, approved by the Animal Ethics Committee of Xinjiang Agricultural University.

### 2.2 Microbial challenge experiments

Unfed female ticks of similar body weight, from the same artificially reared batch at 2 weeks post-molting, were selected as the target samples for bacterial stress experiments. To minimize the impact of environmental microorganisms on the tick samples, their body surfaces were cleaned thoroughly. Briefly, each tick was immersed in sterilized PBS and subjected to shaking for 15 s, followed by transfer to a 75% ethanol solution for an additional 15 s with agitation. Subsequently, the ticks were rinsed three times with ddH_2_O with agitation applied during each rinse. Finally, the cleaned ticks were placed on sterilized absorbent paper for surface drying. *E. coli* and *S. aureus* were cultured to logarithmic phase in LB broth at 37 °C with shaking (200 rpm). Cells were harvested by centrifugation (4,000 rpm, 10 min, 4 °C), washed three times with sterile PBS, and resuspended in PBS. The viable CFU was determined by serial dilution and plating on LB agar. To determine the optimal injection dose and time point, pre-experiments with 10^5^–10^8^ CFU/500 nL per tick were performed; tick vitality was monitored at 24 h post-injection. Based on these pre-experimental results and previous transcriptomic studies, the combination of 10^7^ CFU/500 nL and the 24 h time point was selected, as it induced a clear immune response while maintaining >95% tick survival and high RNA integrity (19). Briefly, unfed female ticks were injected using a precision microsyringe (Hamilton Bonaduz, Switzerland) with a 10^7^ CFU/mL dilution of *S. aureus* or *E. coli* on the right side, between the fourth coxal segments, at a volume of 500 nL per tick. Immediately after completing the injection procedure, the injection site was sealed with a minimal amount of sterile Vaseline to prevent hemolymph leakage. After 24 h post-injection, ten individuals were randomly selected from each group to be pooled. The PBS-injected group was designated as the negative control to establish baseline gene expression profiles for comparative analysis. Each treatment group, including the negative control group, comprised 10 unfed female adult ticks. Three biological replicates were included for each group. Ticks were immediately transferred to freezing tubes and immersed in liquid nitrogen for snap-freezing to preserve RNA integrity prior to RNA-Seq (Figure 1).

**Figure 1:**
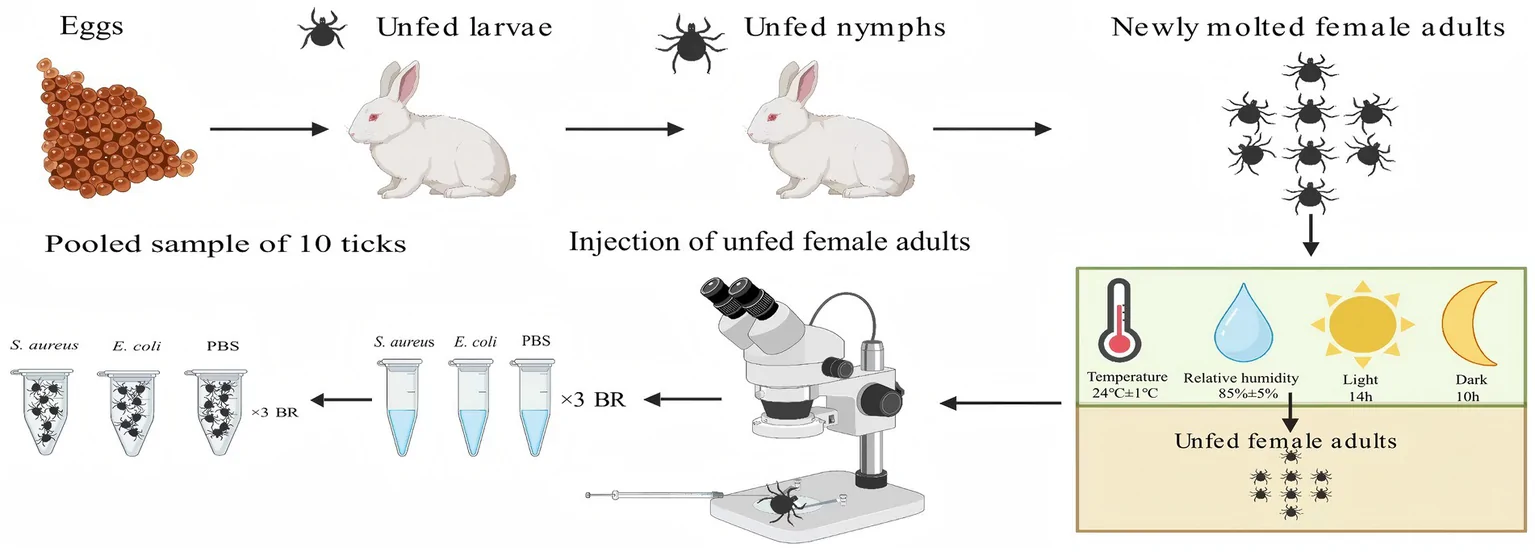
Schematic of tick experimental workflow. Unfed female *H. asiaticum* adults from a synchronized colony (reared at 24 °C, 85% humidity, 14 h:10 h light:dark) were injected with *S. aureus*, *E. coli* or PBS. At 24 h post-injection, ten ticks per group were pooled as one biological replicate (three replicates per condition) and snap-frozen for RNA-seq.

### 2.3 RNA-Seq, RNA extraction, library preparation, and sequencing

Total RNA was extracted from tick samples using TRIzol Reagent (Invitrogen, California, USA) according to the manufacturer’s instructions. Following RNA extraction, DNA digestion was performed using DNase I (Thermo Fisher Scientific, Waltham, MA, USA) to eliminate any residual genomic DNA. The quality of the extracted RNAs was assessed by measuring the A260/A280 ratio with a Nanodrop™ OneC spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Additionally, RNA integrity was verified using either a Qsep 100 (BIOptic, New Taipei City, Taiwan, China) or an Agilent 2,100 (Agilent Technologies, Santa Clara, CA, USA) instrument, ensuring the high-quality and integrity of the RNA samples for downstream applications.

For the preparation of stranded RNA sequencing libraries, 1 μg of total RNAs was utilized following the manufacturer’s instructions for the KC-DigitalTM Stranded mRNA Library Prep Kit for Illumina® (Wuhan Seqhealth, China). This kit incorporates a unique molecular identifier (UMI) consisting of 8 random bases to label pre-amplified cDNA molecules, effectively eliminating duplication bias during the PCR and sequencing steps. Library products within the size range of 200–500 bps were enriched, accurately quantified, and subsequently sequenced on a NovaSeq 6,000 (Illumina, San Diego, CA, USA) in PE150 mode, ensuring high-throughput and accurate sequencing results.

### 2.4 *De novo* RNA-Seq data analysis

Raw sequencing data was first filtered by fastp (version 0.23.4), low-quality reads were discarded and the reads contaminated with adaptor sequences were trimmed. Clean reads were further treated with in-house scripts to eliminate duplication bias introduced in library preparation and sequencing. In brief, clean reads were first clustered according to the UMI sequences, in which reads with the same UMI sequence were grouped into the same cluster. Reads in the same cluster were compared to each other by pairwise alignment, and then reads with sequence identity over 95% were extracted to a new sub-cluster. After all sub-clusters were generated, multiple sequence alignment was performed to get one consensus sequence for each sub-clusters. After these steps, any errors and biases introduced by PCR amplification or sequencing were eliminated.

Then clean and deduplicated data were *de novo* assembled by Trinity (version 2.15.1) with default parameters (21). Sequencing reads were aligned back to the assembled transcripts for assessing the quality of the transcriptome assembly by using Bowtie2 (22). The longest transcripts of the same genes were screened as unigenes. For functional annotations of the unigenes, protein databases Nr, Uniprot, Pfam, eggNog, GO and KEGG were used. Unigenes differentially expressed between groups (*S. aureus, E. coli* and PBS) were identified using the edgeR package (version 3.12.1). A *p*-value cutoff of 0.05 and Fold-change cutoff of 2 were used to judge the statistical significance of gene expression differences. GO analysis and KEGG enrichment analysis for differentially expressed genes were both implemented by KOBAS software (version 2.1.1) with a *p*-value cutoff of 0.05 to judge statistically significant enrichment.

### 2.5 Defensin alignment and phylogenetic analysis

Putative defensin sequences from *H. asiaticum* were identified through a local BLAST alignment of the longest transcripts derived from RNA-Seq data against a well-curated database containing known tick defensins (Supplementary Table S1). To construct a comprehensive evolutionary framework, reference sequences from 19 tick species, such as *Ixodes scapularis*, *Dermacentor marginatus*, and *Ornithodoros turicata*, were sourced (23). Sequences that demonstrated significant homology were retained for further analysis.

All candidate defensin sequences were aligned using two distinct and complementary methods. First, ClustalW^1^ was employed with its default parameters, which included a gap opening penalty of 10 and a gap extension penalty of 0.1. Second, MAFFT v7.487 was utilized with the L-INS-i algorithm (24). This algorithm was chosen to optimize the alignment of structurally conserved regions within the sequences. The resulting alignments were then trimmed using trimAl v1.2 (25).

For the reconstruction of maximum-likelihood phylogenetic trees, IQ-TREE2 v2.2.2.6 was used (26). The best-fit substitution model, determined to be JTT + G4 through ModelFinder, was applied. Branch support was assessed using 1,000 ultrafast bootstrap replicates. The final tree topology was annotated and visualized in iTOL^2^ (27).

Multiple sequence alignments were manually examined and visualized using Jalview v2.11.5.1 (28). During this process, special attention was paid to conserved motifs, including the RVRR propeptide cleavage site and disulfide-bonded CXXXC/CXC motifs, as well as structural domains within the sequences.

### 2.6 Quantitative real-time PCR validation

To validate the RNA-seq-derived expression profiles, RT-qPCR analysis was conducted on defensin genes in tick samples. In brief, cDNA of each sample was synthesized using the Reverse Transcription System (Promega, Madison, USA). The cDNA was then used as template for RT-qPCR analysis, which was performed using the PrimeScript RT Reagent Kit (Takara Biotechnology, China) with gene-specific primers (Supplementary Table S2). Translation elongation factor EF-1 alpha (ELF1A) was used as an internal control. The relative expression levels of the immunity-related genes were calculated using the 2^^-△△^CT method and normalized to ELF1A.

## 3 Results

### 3.1 Transcriptome sequencing, assembly, functional annotation and global responses to bacterial challenge

Illumina sequencing of cDNA libraries from *H. asiaticum* females generated approximately 386 million high-quality clean reads across all samples (including PBS control, *E. coli* and *S. aureus* groups), with Q30 scores exceeding 97% and consistent GC content. 

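Whole unfed *H. asiaticum* females were injected with *E. coli*, a Gram-negative bacterium (EC group), with *S. aureus*, a Gram-positive bacterium (SA group), or with PBS alone, so that the PBS group received the wound without bacteria. Each group had 3 biological replicates, and each replicate was 1 library from a pool of 10 ticks collected 24 h after an injection of 500 nL. The bacteria were given as a dilution of 10000000 CFU/mL according to the injection protocol and the sample labels, whereas the pre-experiments of the paper give 10000000 CFU per 500 nL. The authors filtered the reads with fastp, used UMIs (random barcodes that mark each original cDNA molecule) to collapse PCR copies into consensus reads, assembled these with Trinity and kept the longest transcript of each gene as a unigene. Their deposited table holds estimated counts per unigene and library, of which 6.11% are not whole numbers. The program that made these estimates is not given in the sources used here. Total estimated counts per library ranged from 17312625 to 17758653 in the PBS group (median 17538850), from 15948920 to 19711355 in the EC group (median 16206585) and from 16113409 to 18666549 in the SA group (median 18410837). For the comparisons, the counts were rounded to whole numbers and scaled by TMM. A total of 35161 unigenes passed the low-count filter of edgeR, which is 18.0% of the unigenes and 98.8% of the counts. The groups were compared with the quasi-likelihood test of edgeR in 1 fit of all 9 libraries with Benjamini-Hochberg adjustment, and unigenes are said to have risen or fallen at an adjusted p under 0.05. The test was tried on simulated EC and PBS libraries in which 200 of 35161 unigenes differed. Of the simulated unigenes 32876 passed the low-count filter, and changed unigenes lost to it count as not called. The test called 15 of 100 unigenes changed 4-fold and 0 of 100 changed 2-fold, and 1 of its 16 calls was false. The adjusted threshold is harder to pass when few unigenes change, so these shares are not the power of the real comparison with PBS. The count table does not pair unigene IDs with gene names and the annotation table that the paper describes was not used here, so defensins, GO terms and KEGG pathways are not analysed here.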

*De novo* assembly using Trinity yielded 253,218 transcripts. To remove redundancy, these transcripts were further clustered into 195,132 non-redundant unigenes. The assembled transcripts had an average length of 788.09 bp, an N50 length of 1,306 bp, and a GC content of 47.13%. Correspondingly, the unigenes showed an average length of 641.88 bp, with an N50 length of 843 bp and a GC content of 46.76%. 

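The mean length of 642 bp and the N50 of 843 bp (unigenes of at least this length hold 50% of the assembled bases) were recomputed from the lengths in the deposited table. Unigene length ranged from 201 bp to 19628 bp with a median of 381 bp. Many of the unigenes carried little RNA signal. At 0 in all 9 libraries were 12766 unigenes with a mean length of 248 bp, and 74921 unigenes had a sum under 5 estimated counts over the 9 libraries. Between 98788 and 108227 unigenes had at least 1 count in a given library, and 19974 had at least 10 counts in every library. The 35161 unigenes that entered the comparisons of the groups had a median length of 1295 bp.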

The assembly exhibited high integrity.

To comprehensively annotate gene functions, we aligned 195,132 Unigene sequences against six databases for functional annotation. Among these databases, Pfam provided the highest annotation rate, with 130,400 sequences annotated, while KEGG showed a relatively lower annotation rate, with only 20,378 sequences annotated. In total, 151,859 Unigene sequences were annotated across all databases (Supplementary Table S3). Gene Ontology (GO) functional annotation revealed that the majority of the annotated unigenes were distributed among three major categories: cellular component (integral component of membrane, nucleus and cytoplasm), biological process (dominated by DNA integration), and molecular function (nucleic acid binding) (Supplementary Figure S1). To further characterize the biological pathways associated with these sequences, the 20,378 unigenes that received KEGG annotations were subjected to pathway mapping. The most abundant sub-category was Metabolic pathways within the Metabolism branch, which accounted for 5,383 unigenes (26.42%). This was followed by Ribosome and Spliceosome in the Genetic Information Processing branch, with 1,635 unigenes (8.02%), and Thermogenesis in the Organismal Systems branch, comprising 789 unigenes (3.87%). These three pathways could potentially have a close association with the tick’s immune defense and digestion of blood meals, its maintenance of genetic information and protein synthesis, as well as its metabolic adaptation to nutrient utilization and prolonged starvation (Supplementary Figure S2). Notably, multiple signaling pathways closely associated with immune responses were identified in the KEGG annotation, including the Toll and Imd signaling pathway, Toll-like receptor signaling pathway, MAPK signaling pathway, JAK–STAT signaling pathway, and cytokine-cytokine receptor interaction. This may suggest the immune defense response mounted by ticks following bacterial infection, and the identification of these immune-related pathways also provides important clues for subsequent research on the innate immune defense mechanisms of ticks (Supplementary Table S4).

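The challenged ticks differed from the PBS ticks along the main axis of variation, and the EC and SA libraries lay together on it. Principal component 1 of log2 CPM over 35161 unigenes held 33.3% of the variance, and its scores were 122 ± 8.89 (SD, n = 3) in the PBS group, -65.5 ± 25.4 (SD, n = 3) in the EC group and -56.9 ± 8.97 (SD, n = 3) in the SA group. On component 2, with 18.7% of the variance, the 3 groups overlapped. Its scores ranged from -97.4 to 46.1 in the PBS group, from -82.0 to 44.8 in the EC group and from -19.6 to 87.3 in the SA group. The mean distance between libraries of different groups was 1.18 times the mean distance within groups, and 4 of the 280 ways to split the 9 libraries into 3 groups of 3 gave a ratio as large (one-sided exact permutation test, p = 0.0143). The ratio was 1.24 for EC against PBS and 1.30 for SA against PBS. Each of these was the largest of 10 splits (one-sided exact permutation test, p = 0.1 for both, the smallest p that 3 libraries against 3 allow). For EC against SA the ratio was 1.00, and 4 of 10 splits gave a ratio as large (one-sided exact permutation test, p = 0.4). No single unigene separated the 2 bacteria by the quasi-likelihood test of edgeR, with 0 of 35161 at an adjusted p under 0.05 (smallest adjusted p = 0.627) and 1611, or 4.58%, at an unadjusted p under 0.05. DESeq2 called 55 unigenes between EC and SA, the exact test of edgeR 78, its likelihood ratio test 35, the quasi-likelihood test on these 6 libraries alone 1, and the quasi-likelihood test without a low-count filter 981. In 1 simulation of EC and SA libraries, 200 of 35161 unigenes were changed, and 32770 passed the low-count filter. The quasi-likelihood test called 5 of 100 unigenes changed 4-fold and 0 of 100 changed 2-fold. Differences of this size were thus rarely detected where few unigenes changed. The adjusted threshold is harder to pass when few unigenes change, so these shares do not carry over to larger sets of changes. In the same simulation DESeq2 made 121 calls, the exact test 115 and the likelihood ratio test 113. Of these calls 55.4%, 61.7% and 58.4% were false. The real libraries gave fewer calls with each of these tests, so the shares do not carry over to the real calls. For the quasi-likelihood fit without a filter no share of false calls was simulated. The exact test without a filter, added after seeing the data, called 49 unigenes between EC and SA.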

Principal component analysis (PCA) of gene expression profiles revealed clear separation among the PBS control, *E. coli*-challenged (EC), and *S. aureus*-challenged (SA) groups, indicating distinct transcriptomic reprogramming in response to different bacterial stimuli (Figure 2A). 

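At 24 h, many unigenes differed in level between the challenged and the PBS ticks. In the EC group 2017 unigenes rose and 1273 fell relative to PBS, and in the SA group 2036 rose and 1283 fell (edgeR quasi-likelihood test, adjusted p under 0.05, n = 3 libraries per group). The unigenes that rose in EC took 6.34% ± 0.26 (SD, n = 3) of all counts in the PBS libraries and 18.3% ± 1.17 (SD, n = 3) in the EC libraries. Those that fell in EC took 4.98% ± 0.57 (SD, n = 3) of the counts in PBS and 1.37% ± 0.09 (SD, n = 3) in EC. In SA, the risen unigenes went from 6.59% ± 0.25 (SD, n = 3) of the counts in PBS to 18.0% ± 0.41 (SD, n = 3). The fallen ones went from 4.25% ± 0.37 (SD, n = 3) to 1.15% ± 0.10 (SD, n = 3). These unigenes were chosen for their change in the same libraries, so the direction of these shifts follows from that choice, and their size may be inflated by it. At an unadjusted p under 0.05 and an absolute log2 fold change above 1, the EC group had 5404 DEGs and the SA group 5324, which were 15.4% and 15.1% of the 35161 unigenes tested. At these thresholds 1060 unchanged unigenes passed in the simulated EC and PBS libraries. Without the low-count filter the numbers of DEGs were 15762 in EC and 14930 in SA. The 3290 unigenes changed in EC at an adjusted p under 0.05 became 1746 without PBS replicate 1, 1707 without PBS replicate 3, 6417 without the filter and 4951 with DESeq2, and the 3319 changed in SA became 1915, 2000 and 1739 without PBS replicates 1, 2 and 3, 2091, 1681 and 1833 without SA replicates 1, 2 and 3, and 5942 without the filter. The fallen unigenes were fewer by a larger factor than the risen ones in some of these fits, with 466 fallen and 1215 risen in SA without SA replicate 2, 510 and 1323 without SA replicate 3, and in EC 755 and 1637 without EC replicate 1 and 812 and 1700 without EC replicate 3.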

Comparative analysis identified a total of 4,294 differentially expressed genes (DEGs) in the EC group and 4,582 DEGs in the SA group compared to the PBS control (|log2 FoldChange| > 1; *p* < 0.05). Among these, compared to the PBS group, the EC group exhibited 2,298 up-regulated and 1,996 down-regulated DEGs, whereas the SA group showed 2,262 up-regulated and 2,320 down-regulated DEGs (Figure 2B). 

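In the fit of all 9 libraries, 2914 DEGs were higher and 2490 lower in the EC group than in PBS, and 2730 were higher and 2594 lower in the SA group. Unigenes are named from those with a mean of at least 10 CPM in which every challenged library lay beyond every PBS library, and of these the 2 with the largest rise in both groups were close to absent in PBS. TRINITY_DN71839_c1_g2, a unigene of 421 bp, had 3 counts over the 3 PBS libraries, 4615 over the EC libraries and 1675 over the SA libraries. After TMM scaling this is a ratio to PBS of 1730 in EC (95% interval 592 to 8390, exact binomial) and 614 in SA (210 to 2980), with intervals that cover counting error only (adjusted p = 0.000524 and 0.000892, edgeR quasi-likelihood test). Its fitted log2 fold changes of 10.56 in EC and 9.04 in SA became 11.37 and 9.86 without PBS replicate 3, and 8.32 in SA without SA replicate 2. TRINITY_DN66528_c0_g1 (416 bp) had 1 count over the PBS libraries, 1015 over EC and 999 over SA, a ratio of 1140 in EC (204 to 45100) and 1100 in SA (197 to 43400), with adjusted p = 0.0015 and 0.00154 from the same test. Its fitted log2 fold changes of 9.65 and 9.57 became 11.43 and 11.36 without PBS replicate 1, which held the single PBS count, and 8.63 in SA without SA replicate 2. In the opposite direction, TRINITY_DN70820_c0_g1 (1414 bp) fell from 433 ± 67.6 CPM (SD, n = 3) in PBS to 4.04 ± 1.98 CPM (SD, n = 3) in EC and 7.72 ± 6.82 CPM (SD, n = 3) in SA. Its log2 fold change was -6.74 (standard error 0.77, adjusted p = 0.0015, edgeR) in EC and -5.81 (standard error 0.73, adjusted p = 0.00222) in SA, or -6.78 in SA without SA replicate 1, and it kept 32 to 259 counts in each challenged library. TRINITY_DN72473_c0_g1 (1476 bp) fell from 36.5 ± 21.4 CPM (SD, n = 3) in PBS to 0.303 ± 0.055 CPM (SD, n = 3) in EC, a log2 fold change of -6.88 (standard error 0.66, adjusted p = 0.000715, edgeR), and to 0.717 ± 0.283 CPM (SD, n = 3) in SA, a log2 fold change of -5.66 (standard error 0.60, adjusted p = 0.0011). With scaling by library size alone, the split of higher and lower DEGs was 2456 and 3112 in EC and 2327 and 3378 in SA.

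**Figure D1:**
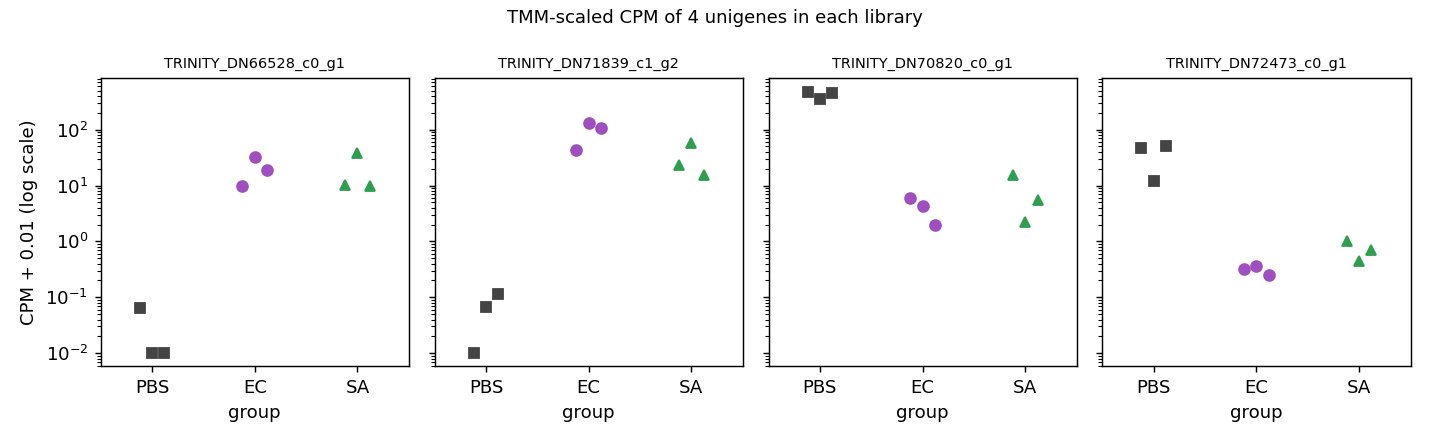
TMM-scaled CPM of 4 unigenes, with 0.01 added and drawn on a log axis, in the PBS, EC and SA groups; each point is 1 library (3 per group). The first pair of unigenes lies near 0 CPM in PBS and high in both challenged groups, and the second pair falls from means of 433 and 36.5 CPM in PBS to means of 7.72 CPM or less.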

The transcriptome data, Trinity assembly sequences, and annotation table have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE319477.^3^

**Figure 2:**
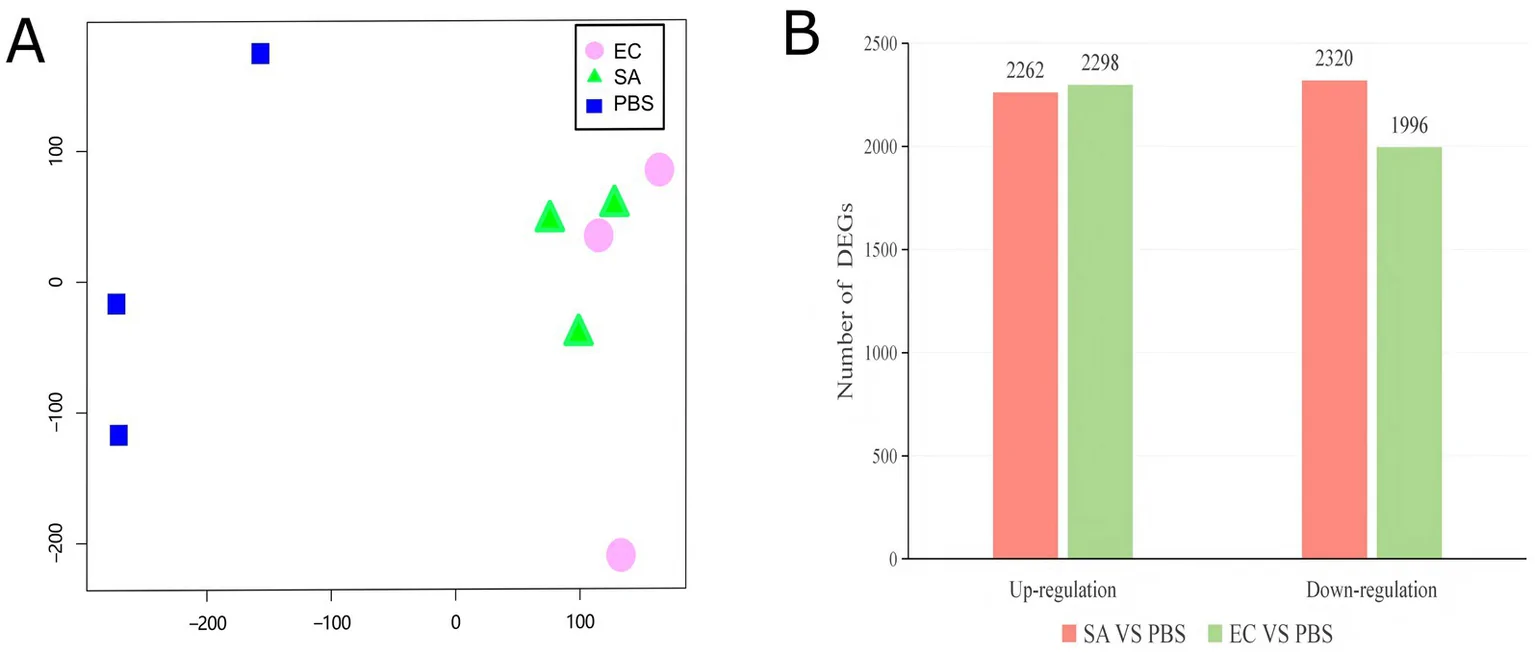
A principal component analysis (PCA) and DEGs identification. **(A)** PCA of transcriptome profiles from PBS-injected (PBS, blue squares), *E. coli*-challenged (EC, purple circles) and *S. aureus*-challenged (SA, green triangles) groups. Each dot represents a biological replicate (*n* = 3 per group). **(B)** Numbers of upregulated and downregulated DEGs in EC vs. PBS and SA vs. PBS comparisons (|log_2_ *FC*| > 1, *p* < 0.05). Total DEGs are indicated above each bar.

### 3.2 Analysis and functional enrichment of DEGs

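The unigenes that differed from PBS were largely shared by the *E. coli* and the *S. aureus* group, and differed in the same direction. At an adjusted p under 0.05 (edgeR quasi-likelihood test), 1609 unigenes rose in both groups and 883 fell in both, where lists drawn independently of each other would share 117 and 46.5. None of the 35161 unigenes was called in opposite directions, a count of 0 that DESeq2 also gave. At an unadjusted p under 0.05 in both comparisons, 1 was opposite by the quasi-likelihood test, 2 by DESeq2 and 3 by the likelihood ratio test. Log2 fold changes in EC and SA had a Pearson correlation of 0.845 and a covariance of 1.32 across unigenes, which are not independent replicates, and the correlation was 0.696 without SA replicate 1, 0.737 without EC replicate 3 and 0.76 without EC replicate 2. Both comparisons use the same 3 PBS libraries. In 40 simulations of unchanged groups against shared PBS libraries, the correlation had a median of 0.495 (0.474 to 0.519), the covariance a median of 0.21 (0.198 to 0.223), and at most 1 unigene was called in both at an adjusted p under 0.05. At an unadjusted p under 0.05 and an absolute log2 fold change above 1, a median of 256 unigenes (220 to 303) were called in both in the same direction and 4 (1 to 10) in opposite directions in these simulations, so opposite calls are rare with shared PBS libraries even where nothing changed. The real libraries gave 3841 and 0 at these thresholds. Opposite calls were 1 with RLE scaling, 1 with DESeq2, 3 with the likelihood ratio test and 0 with scaling by library size alone. K-means clustering with 2 clusters, applied to Z-scores of the 6887 DEGs of either comparison, gave a cluster of 3415 unigenes with a mean Z-score of 1.01 in PBS, -0.51 in EC and -0.50 in SA. The other cluster, of 3472 unigenes, had mean Z-scores of -1.06 in PBS, 0.53 in EC and 0.53 in SA. The DEGs were chosen for a difference from PBS, so the contrast of PBS with the rest follows from that choice. Means over so many unigenes would hide any in which EC and SA differ. With 3 clusters, the unigenes high in PBS parted into 2057 with mean Z-scores of -0.29 in EC and -0.75 in SA and 1370 with -0.85 in EC and -0.10 in SA. With 6 clusters, 1 cluster of 675 unigenes had mean Z-scores of 0.77 in PBS, -0.92 in EC and 0.15 in SA. Both challenged groups thus lay below PBS in it, on opposite sides of 0. Unigenes entered the clustering by a call in either comparison. Clusters lower in EC or lower in SA can therefore arise from that choice, and they do not test a difference between EC and SA. The 2492 shared calls became 1367, 1572 and 1324 without PBS replicates 1, 2 and 3, and 1482 and 1569 without SA replicates 2 and 3.

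**Figure D2:**
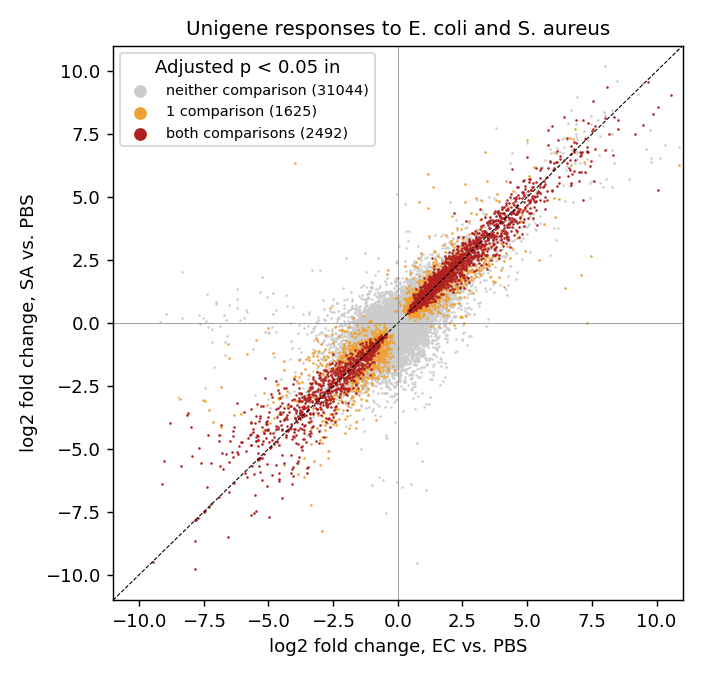
Log2 fold change of each of the 35161 unigenes in SA vs. PBS (y axis) against EC vs. PBS (x axis); colours mark unigenes at an adjusted p under 0.05 in neither, 1 or both comparisons, and the dashed line marks equal change. The 2492 unigenes called in both comparisons all lie to the lower left or the upper right of the origin.

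**Figure D3:**
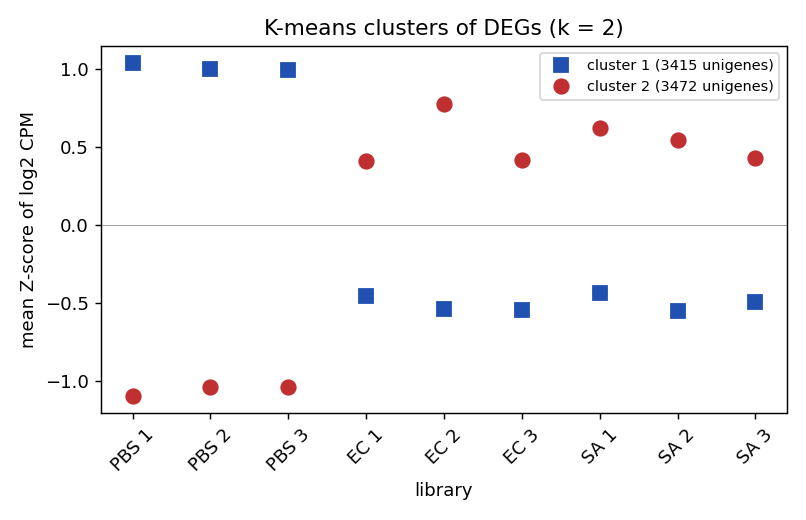
Mean Z-score of log2 CPM (y axis) of the unigenes in each of 2 K-means clusters, in each of the 9 libraries (x axis). The 3 PBS libraries lie near 1 in the first cluster and near -1 in the second, and the EC and SA libraries lie on the other side of 0.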

K-means clustering of all DEGs delineated distinct expression patterns in response to bacterial challenge (Figure 3). A heatmap analysis demonstrated that a subset of defensin isoforms was significantly up-regulated 24 h post-infection. Notably, defensin isoforms from different phylogenetic clusters exhibited similar expression patterns in both the *E. coli* and *S. aureus* treatment groups, with both up and down-regulated members, indicating a broad and conserved transcriptional response to bacterial challenge rather than a pathogen-specific induction pattern (Figure 4).

**Figure 3:**
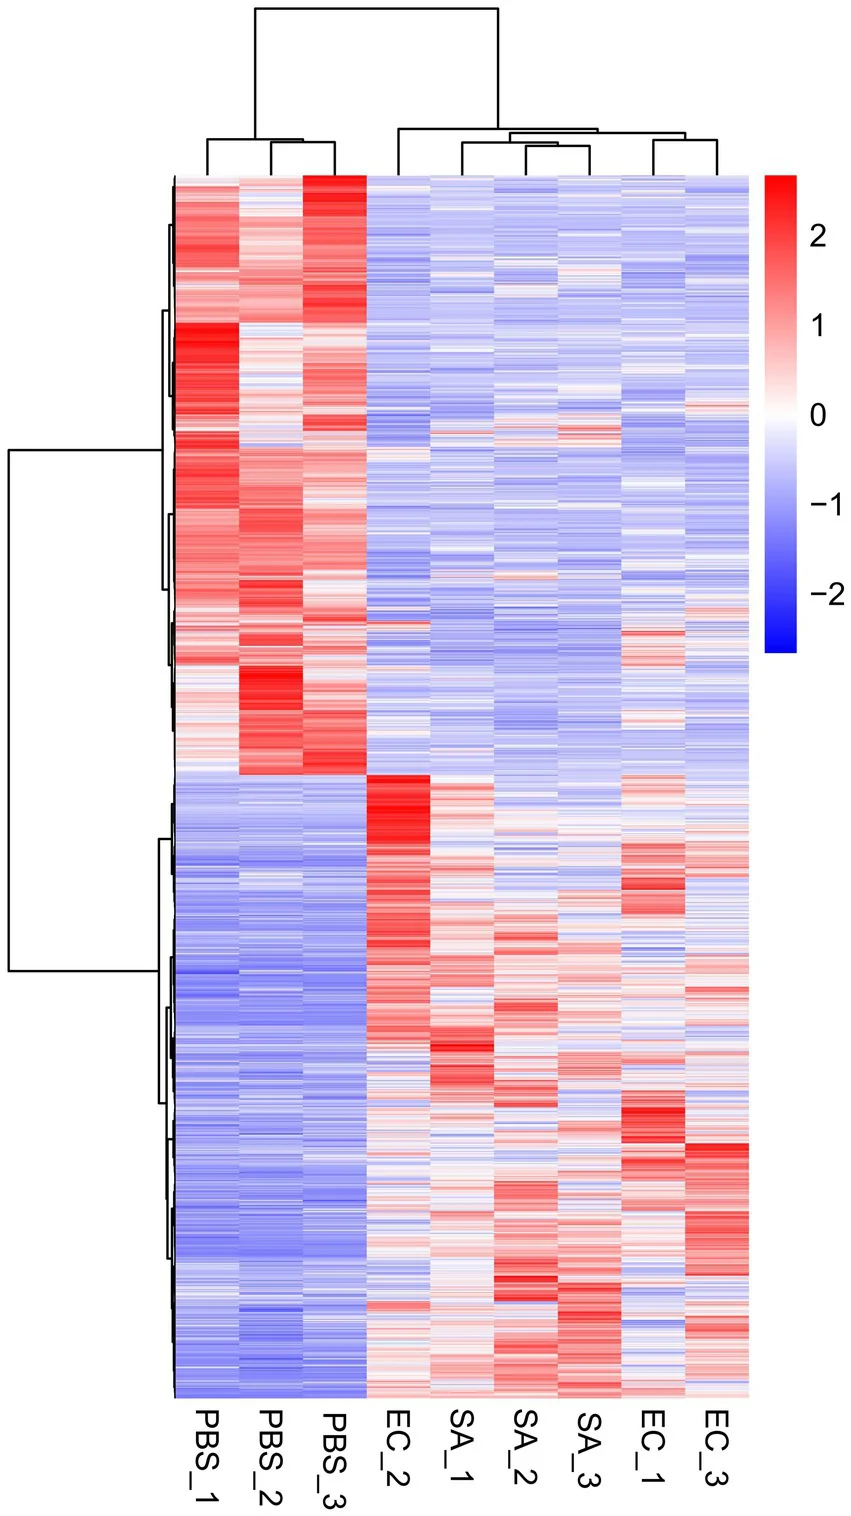
Clustering analysis of differentially expressed genes. K-means clustering of all DEGs across the three experimental groups (PBS, EC, SA). Each row represents a gene, and each column a sample. Expression values are normalized and Z-scored (red: high expression; blue: low expression).

**Figure 4:**
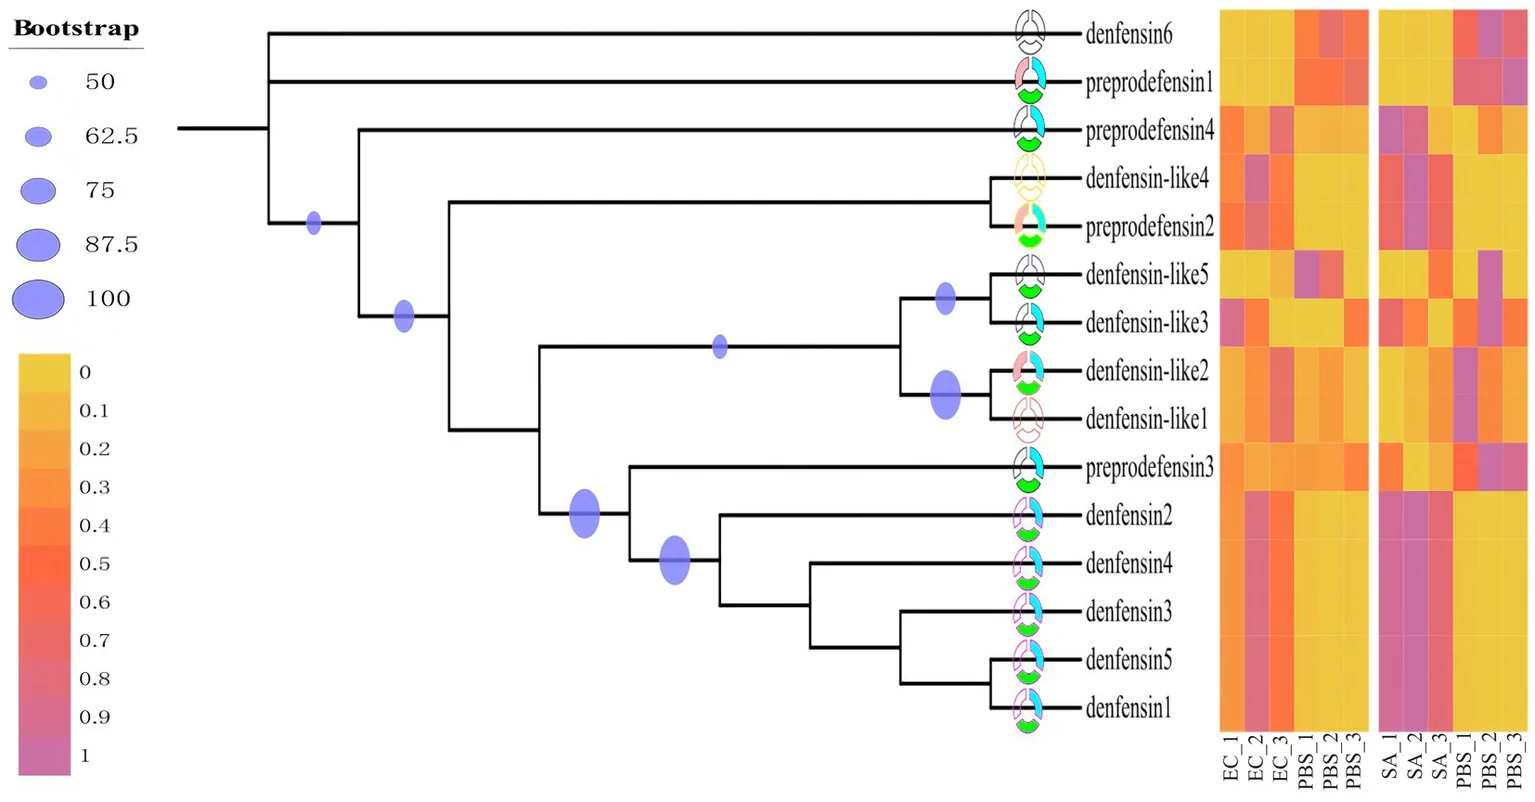
Expression heatmap analysis of defensin genes. Hierarchical clustering of the 15 identified defensin unigenes across PBS, EC, and SA groups. Colour scale represents relative expression levels. Defensin IDs are listed on the right. Several defensin genes were significantly up-regulated in both EC and SA groups compared to PBS controls, while others showed constitutive or down-regulated expression.

Gene Ontology (GO) enrichment analysis of all differentially expressed genes (DEGs) revealed that terms were enriched across all three categories. For the SA/PBS comparison, the five most significantly enriched GO terms were glutamine family amino acid metabolic process, pteridine-containing compound metabolic process, 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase activity, glutathione biosynthetic process, and nonribosomal peptide biosynthetic process. For the EC/PBS comparison, the five most significantly enriched terms were glycoprotein metabolic process, ion transmembrane transporter activity, organic acid catabolic process, carboxylic acid catabolic process, and glyceraldehyde-3-phosphate metabolic process. Notably, compared with the SA/PBS group, the EC/PBS group exhibited specific enrichment in humoral immune response, suggesting potential differences in the immune pathways activated by the two types of bacterial infection (Figure 5). For visualization, Figure 5 presents the top 20 enriched GO terms according to statistical significance. However, additional immune-associated GO terms identified in the complete enrichment dataset, including immune response, positive regulation of immune system process, positive regulation of immune response, humoral immune response, Toll-like receptor signaling pathway, and JAK–STAT cascade, were also significantly enriched (*p* < 0.05) and are provided in Supplementary Table S5.

**Figure 5:**
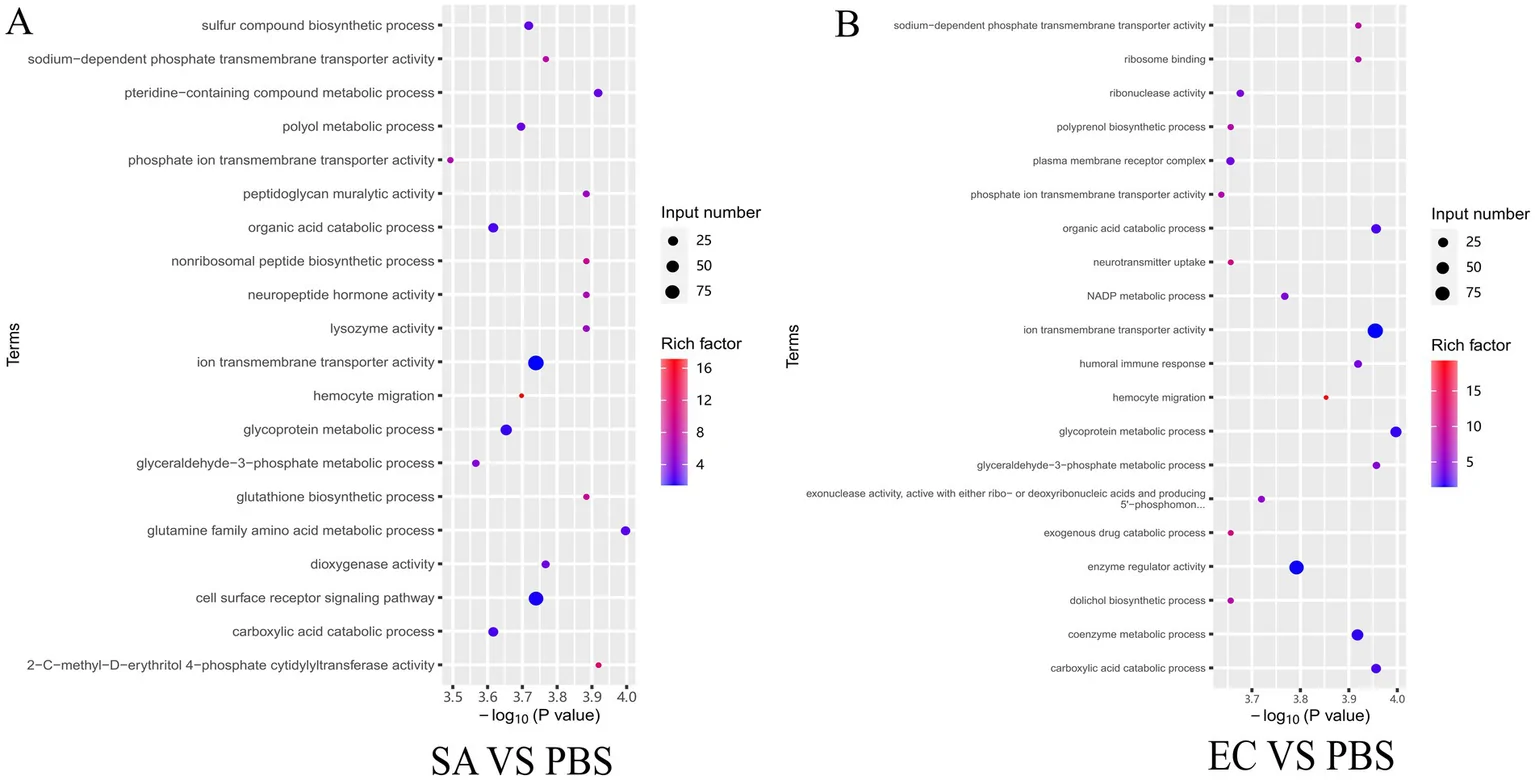
GO enrichment analysis of differentially expressed genes. Top 20 significantly enriched GO terms (biological process, cellular component, and molecular function) for **(A)** SA vs. PBS and **(B)** EC vs. PBS comparisons. Only terms with *p* < 0.05 are shown. The *x*-axis indicates the −log_10_ (*p*-value), and the bar colour represents the enrichment ratio.

To gain insight into the potential regulatory networks governing the observed transcriptional changes, KEGG pathway enrichment analysis was performed separately on the up-regulated and down-regulated DEGs in each comparison. In the EC/PBS group, the up-regulated DEGs were significantly enriched in the MAPK signaling pathway, Ras signaling pathway, as well as Toll-like receptor signaling pathway, whereas the down-regulated DEGs were predominantly enriched in metabolic pathways such as Lysosome and Glycosaminoglycan degradation. In the SA/PBS group, the up-regulated DEGs were prominently enriched in the MAPK signaling pathway, Aminoacyl-tRNA biosynthesis, Toll-like receptor signaling pathway and Ras signaling pathway, with the down-regulated DEGs mainly associated with lysosome, Glycosaminoglycan degradation and other glycan degradation (Figure 6 and Supplementary Table S6). Notably, the Lysosome and MAPK signaling pathway was significantly enriched in both treatment groups, suggesting a shared signaling response to Gram-negative and Gram-positive bacterial challenge. These commonly enriched pathways suggest that the two types of bacterial infection may activate the ticks immune response through partially overlapping molecular mechanisms. In particular, the lysosome pathway exhibited high significance among the down-regulated genes in both groups, indicating that this pathway was dramatically regulated upon infection.

**Figure 6:**
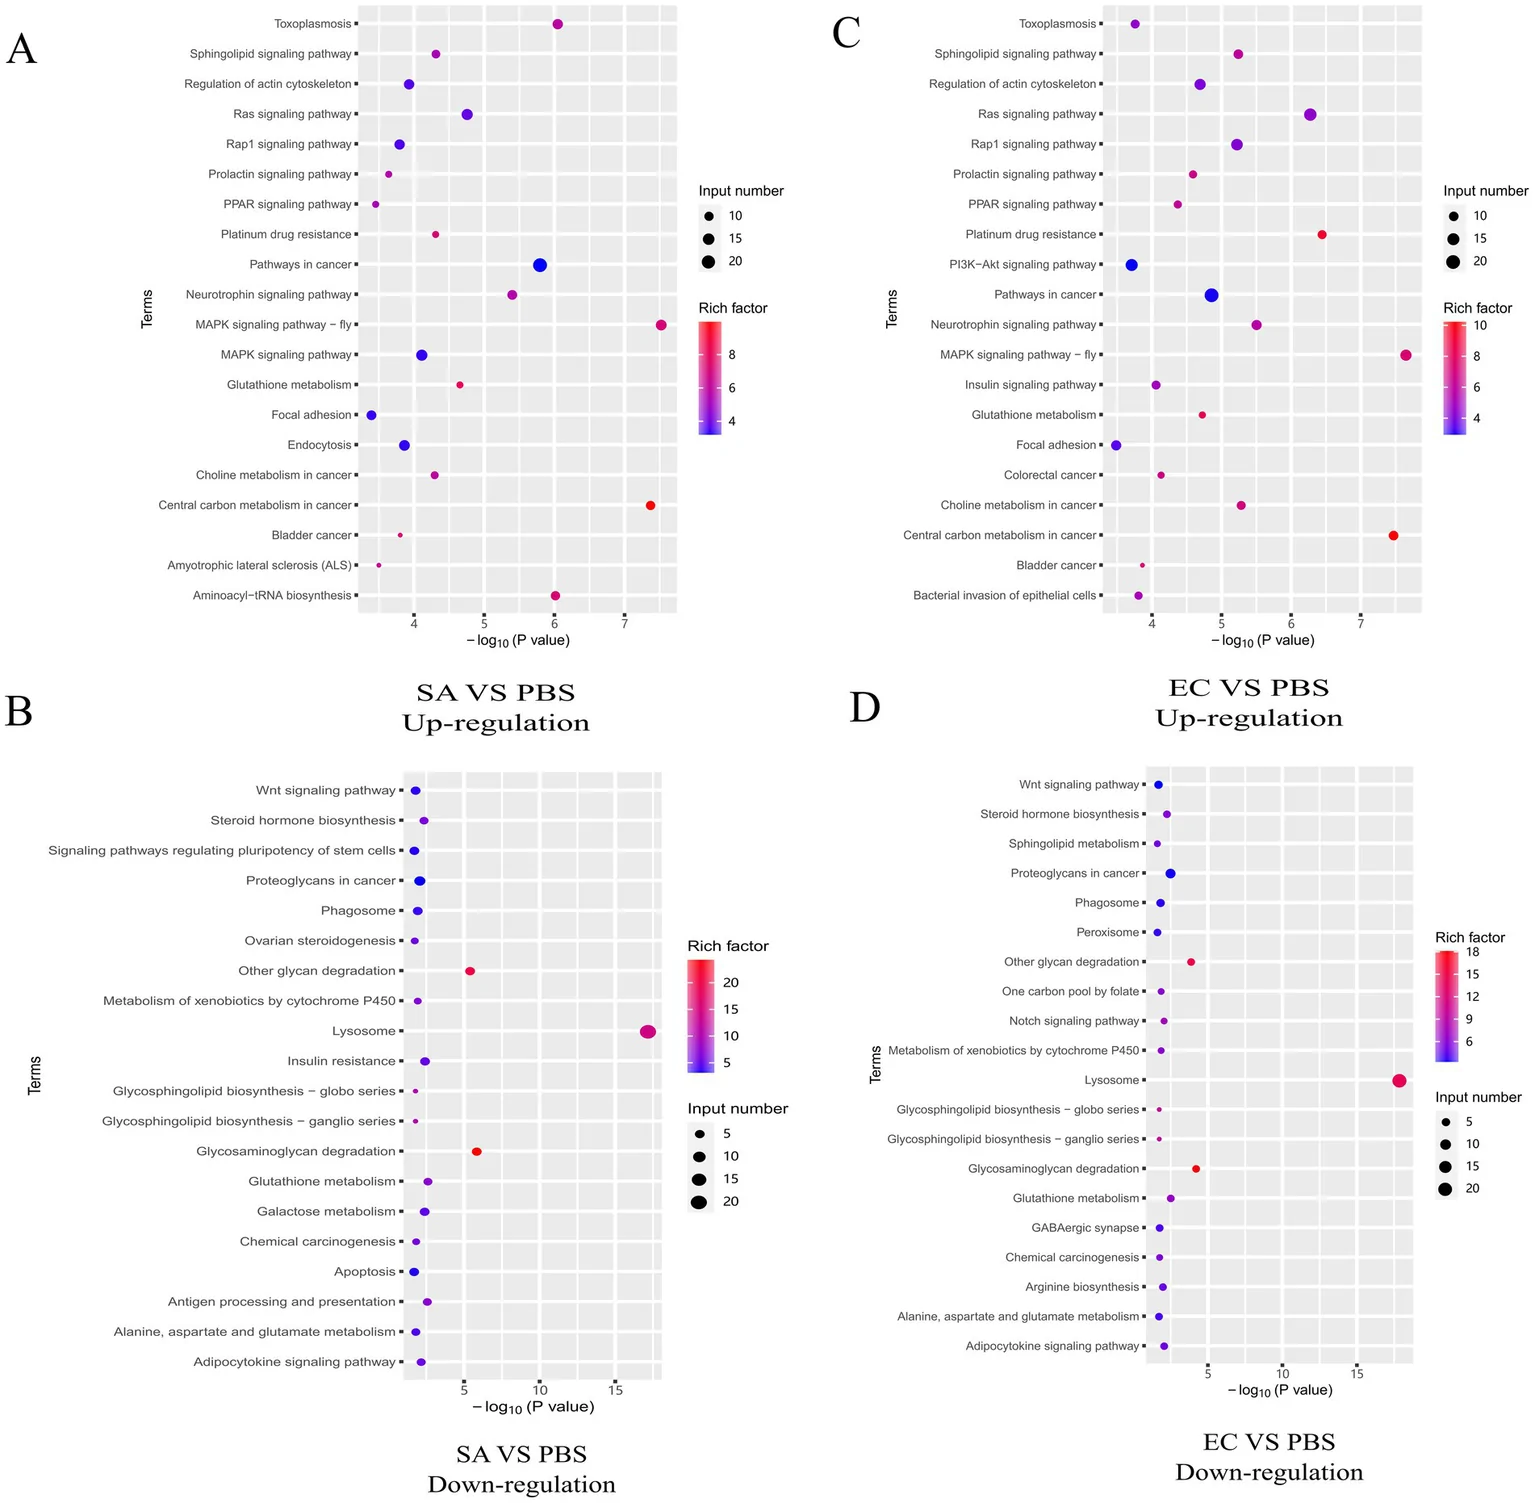
KEGG pathway enrichment analysis of differentially expressed genes. Bubble plots showing significantly enriched KEGG pathways (*p* < 0.05) in **(A)** SA vs. PBS up-regulated DEGs, **(B)** SA vs. PBS down-regulated DEGs, **(C)** EC vs. PBS up-regulated DEGs, and **(D)** EC vs. PBS down-regulated DEGs. The size of each bubble reflects the number of DEGs mapped to the pathway. The colour scale (from blue to red) indicates the magnitude of the rich factor, with red representing higher enrichment.

A targeted examination of immune-related KEGG pathways further revealed significant enrichment of the Toll-like receptor signaling pathway, the MAPK signaling pathway and the Lysosome pathway (Supplementary Table S6). Within the Toll-like receptor signaling pathway, 8 up-regulated genes were identified as being involved in defense response and Protein kinase domain. The MAPK signaling pathway was affected by 13 up-regulated DEGs, including Putative pleckstrin similarity domain protein and C2H2-type zinc finger. Additionally, 27 DEGs (6 up-regulated and 21 down-regulated) were detected in the Lysosome pathway (Supplementary Table S7). These findings collectively suggest that the Toll-like receptor signaling pathway and the MAPK signaling pathway were predominantly represented by up-regulated genes, suggesting their involvement in immune recognition and signal transduction upon bacterial challenge. In contrast, the lysosome pathway was significantly enriched among down-regulated genes in both treatment groups, pointing to a marked transcriptional suppression of this process following infection. The contrasting expression patterns of these pathways highlight a coordinated shift in transcriptional programs during the antibacterial response of *H. asiaticum*, although the precise functional significance of this regulation awaits further investigation.

### 3.3 Identification and phylogenetic analysis of defensin genes

As antimicrobial peptides are key downstream effectors of innate immune pathways, we next characterized the defensin repertoire of *H. asiaticum*. Through homology-based mining of the *H. asiaticum* transcriptome, we identified 15 putative defensin genes. A maximum-likelihood phylogenetic tree was constructed using these sequences along with reference defensins from 19 other tick species, including *Ixodes scapularis* and *Ornithodoros turicata*. The analysis showed that *H. asiaticum* defensins clustered closely with those from *O. turicata* and *I. scapularis*, demonstrating evolutionary conservation across tick genera (Figure 7). Domain architecture analysis revealed that 49 out of 64 sequences contained the defensin-2 superfamily domain (Pfam: PF01097). Multiple sequence alignment highlighted the high conservation of key motifs, including 37 sequences with the RVRR propeptide cleavage site, and 60 sequences presented disulfide bond formation traits with the CXXXC and CXC motifs (Figure 7).

**Figure 7:**
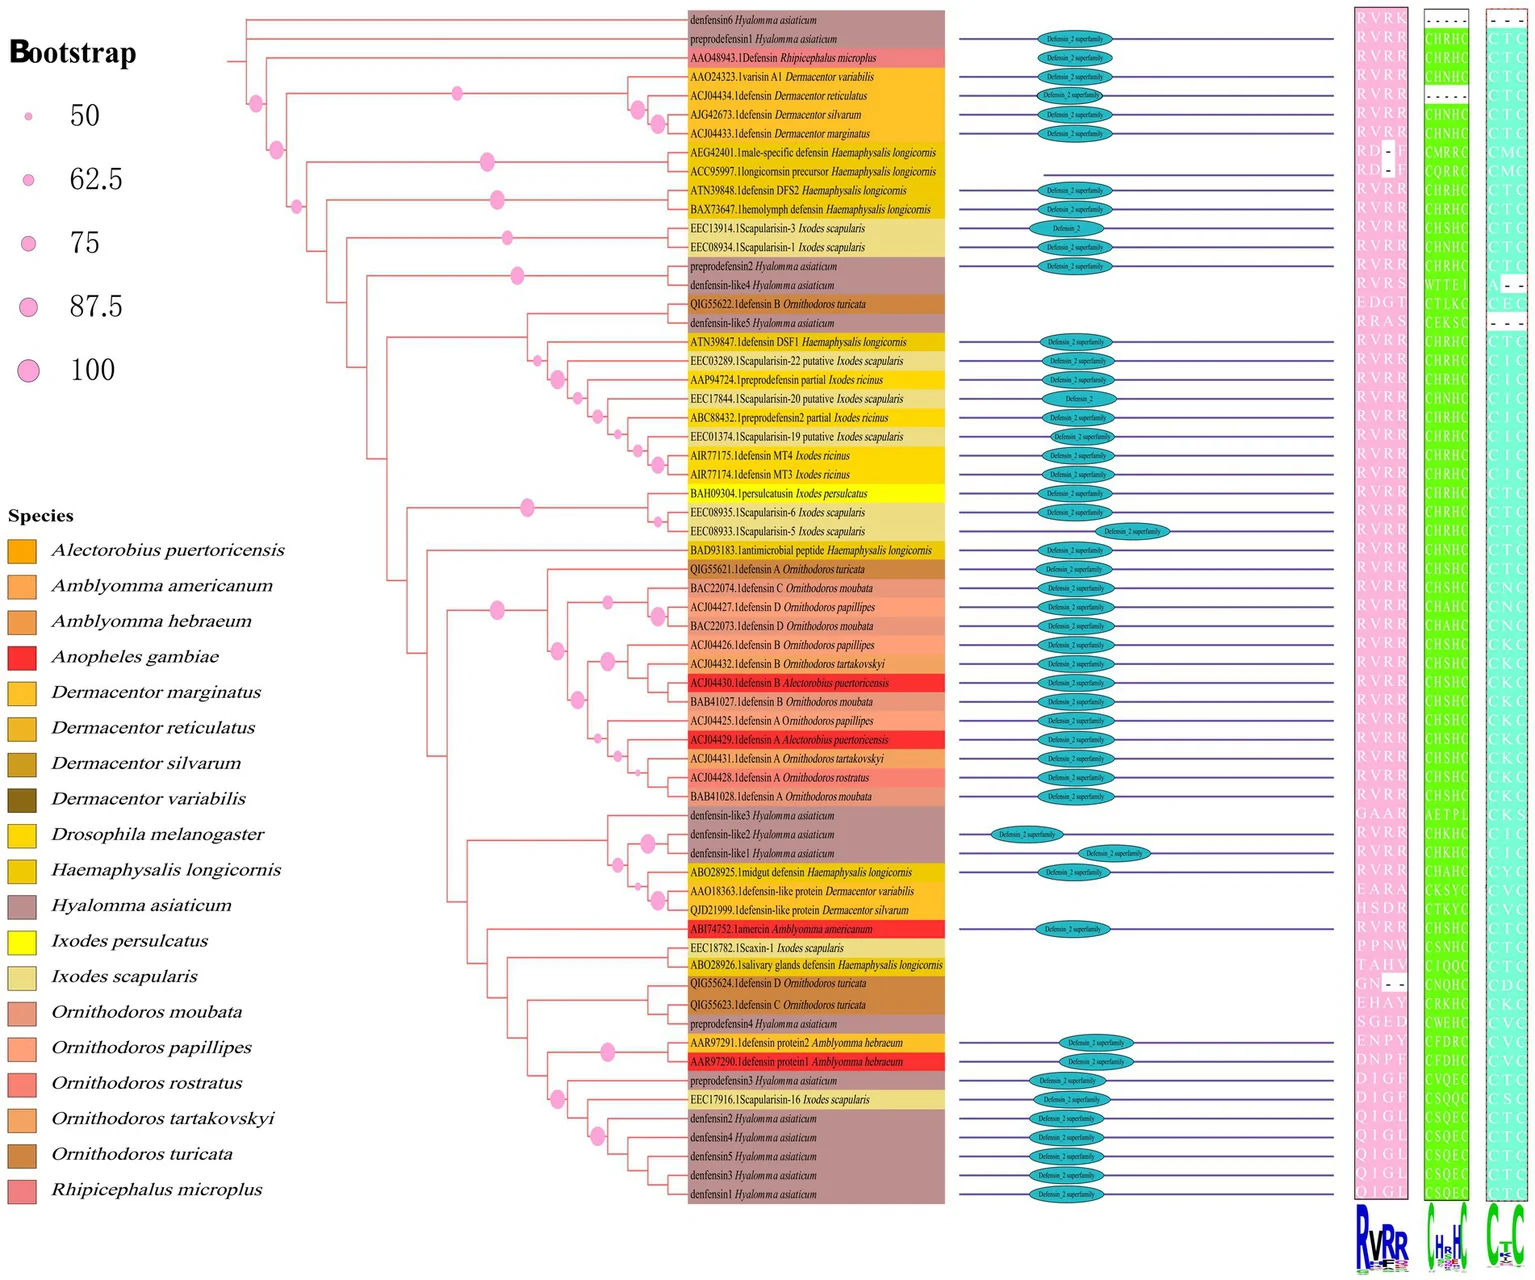
Phylogenetic analysis of defensin genes. Maximum-likelihood phylogenetic tree of 64 defensin sequences from other tick species, including *H. asiaticum* (red branches), *I. scapularis*, *O. turicata*, and *D. marginatus*. The tree was constructed using IQ-TREE2 with the JTT + G4 model and 1,000 ultrafast bootstrap replicates. Multiple sequence alignment of representative defensin precursor proteins showing the conserved RVRR propeptide cleavage site (red box), the CXXXC motif (green box) and the CXC motif (blue box). Alignments were generated with MAFFT and visualized with Jalview.

### 3.4 RT-qPCR validation

Selected significantly differentially expressed defensin genes were subjected to RT-qPCR quantification to further validate the transcriptome data. The RT-qPCR results showed expression trends generally consistent with the RNA-seq data. However, due to variability among biological replicates, these differences did not reach statistical significance (*p* > 0.05). These results provide support for the transcriptomic findings but also highlight biological variability in gene expression responses (Figure 8 and Supplementary Table S8).

**Figure 8:**
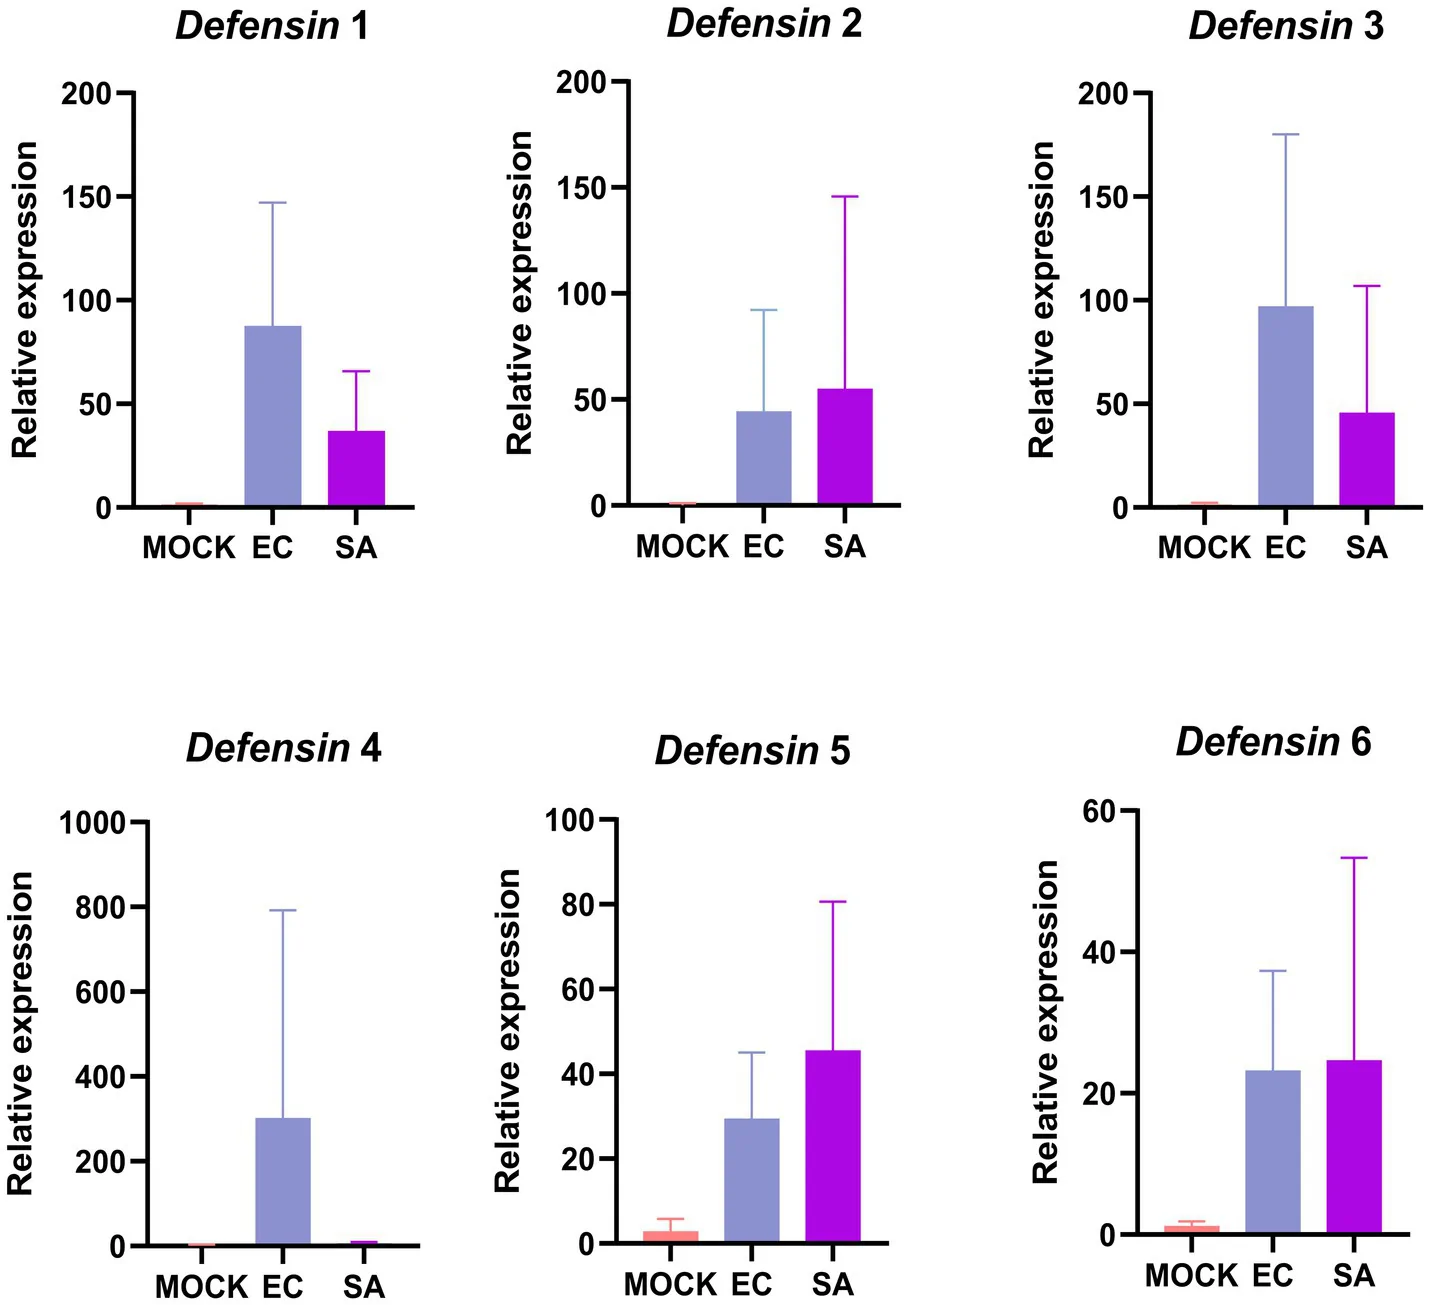
Immunity-related gene expression in infected *H. asiaticum* ticks. *H. asiaticum* translation elongation factor EF-1 alpha (ELF1α) was used as an internal control. Data are presented as mean ± *SEM*. The experiments were repeated three times. Data were normalized to the expression level of ticks from mock-infected group. Mock, PBS-injected females after 24 h; EC, *E. coli*-injected females after 24 h; SA, *S. aureus*-injected females after 24 h.

## 4 Discussion

In this study, a comparative transcriptomic analysis was performed on *H. asiaticum* females challenged with the Gram-negative bacterium *E. coli* and the Gram-positive bacterium *S. aureus*. High-quality RNA-seq data (approximately 386 million clean reads, Q30 > 97%) were generated, and a *de novo* transcriptome assembly yielded 195,132 non-redundant unigenes with an N50 of 843 bp. Functional annotation against six public databases assigned putative functions to 77.8% of unigenes. Principal component analysis (PCA) clearly separated the PBS control, EC and SA groups, indicating distinct transcriptomic reprogramming in response to different bacterial stimuli. Comparative analysis identified 4,294 differentially expressed genes (DEGs) in the EC group and 4,582 DEGs in the SA group compared to the PBS control. Among these, approximately half were up-regulated and half down-regulated in each infection group, suggesting a bidirectional transcriptional reconfiguration rather than a unidirectional activation.

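Of the unigenes changed at an adjusted p under 0.05, 61.3% had risen in EC and 61.3% in SA (edgeR quasi-likelihood test, n = 3 libraries per group). At an unadjusted p under 0.05 and an absolute log2 fold change above 1, the share of higher DEGs was 53.9% in EC and 51.3% in SA. With scaling by library size alone, which moved the median log2 fold change to -0.17 in EC and -0.18 in SA, the share that had risen at an adjusted p under 0.05 was 50.3% in EC and 48.1% in SA. It was 68.4% in EC without EC replicate 1, and 72.3% and 72.2% in SA without SA replicates 2 and 3. From the near-even numbers of up- and down-regulated DEGs, the paper proposes that challenge rearranges transcription in both directions and does not only activate it.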

To understand the upstream signaling pathways that govern these effector responses, KEGG pathway enrichment analysis was performed on up-regulated and down-regulated DEGs separately. In the EC/PBS comparison, up-regulated DEGs were significantly enriched in the MAPK signaling pathway, Ras signaling pathway, and Toll-like receptor signaling pathway. In the SA/PBS comparison, up-regulated DEGs were also significantly enriched in the MAPK signaling pathway, Toll-like receptor signaling pathway, Ras signaling pathway and Aminoacyl-tRNA biosynthesis. The MAPK signaling pathway was the most significantly enriched cascade in both infection groups, indicating that it represents a core, shared antibacterial defense mechanism in *H. asiaticum.* The genes involved in this pathway are primarily associated with signal transduction, cell proliferation, differentiation, apoptosis, and immune responses, suggesting that the MAPK cascade plays a central regulatory role in the antibacterial immunity of ticks. This finding is consistent with previous reports in other tick species, suggesting that MAPK activation may be involved in regulating antimicrobial peptide production and phagocytosis, in addition to its well-recognized functions in cell proliferation, differentiation, and apoptosis (8, 9). The Toll-like receptor signaling pathway was significantly enriched in both the EC and SA groups, indicating that it participates in the recognition of both Gram-negative and Gram-positive bacteria in *H. asiaticum*. This differs from the classical view that Toll-like receptors primarily recognize lipopolysaccharide (LPS) from Gram-negative bacteria; ticks may employ a broader recognition spectrum or utilize additional co-receptors for Gram-positive sensing. Such pathway activation patterns suggest that *H. asiaticum* can mount a coordinated immune response against different bacterial classes, while the downstream effector output (defensin up-regulation) is similarly robust (29–31).

Unexpectedly, the lysosome pathway was significantly enriched among down-regulated DEGs in both infection groups. This pathway includes genes involved in phagosomal maturation, acidification, and hydrolytic degradation. Its transcriptional suppression after bacterial challenge may represent a bacterial evasion strategy: both *E. coli* and *S. aureus* have been reported to interfere with host lysosomal function to avoid intracellular killing (32, 33). Alternatively, down-regulation of lysosomal genes could be part of a tick-mediated trade-off, redirecting cellular resources toward rapid production of antimicrobial peptides rather than investing in energetically costly lysosomal turnover. Intriguingly, a similar down-regulation of lysosome-related genes has been reported in *Ixodes scapularis* cells infected with *Anaplasma phagocytophilum*, suggesting that suppression of lysosomal activity might be a conserved vulnerability exploited by multiple tick-borne pathogens (34). However, it is important to acknowledge that these transcriptional changes represent mRNA-level modulation and do not necessarily equate to functional impairment of lysosomal activity. Future studies employing western blotting to quantify lysosomal enzyme protein levels, or enzymatic activity assays to directly measure lysosomal function, are required to determine whether this transcriptional suppression leads to actual functional consequences in *H. asiaticum* immunity. Nevertheless, our transcriptomic data provide a valuable starting point for such mechanistic investigations. It is worth noting that while our PBS control effectively isolates the immune component elicited by bacterial PAMPs from the solvent and general injection stress, the contribution of pure physical injury (e.g., from needle puncture itself) cannot be entirely dissected without a sham-injection control. Nevertheless, the pronounced and pathway-specific enrichment, coupled with the massive up-regulation of defensins far exceeding typical wound-response levels, strongly suggests that the differential pathway engagement is driven predominantly by bacterial challenge. Future work incorporating mock-injury group controls will allow for more information on the injury-versus-infection signals in tick immunity.

A key goal of this study was to identify and characterize defensin genes, which are major effector molecules of tick innate immunity. Through homology-based mining, 15 putative defensin sequences were identified in the *H. asiaticum* transcriptome. To comprehensively analyze sequence characteristics, the 15 *H. asiaticum* defensin sequences were combined with defensin homologs retrieved from 19 other tick species (including *Ixodes scapularis*, *Ornithodoros turicata*, and *Dermacentor marginatus*), resulting in a total of 64 defensin sequences for structural and phylogenetic analysis. Phylogenetic analysis revealed that *H. asiaticum* defensins cluster closely with homologs from *O. turicata* and *I. scapularis*, suggesting strong evolutionary conservation across tick genera (Figure 7). This conserved phylogeny aligns with the hypothesis of convergent evolution in invertebrate defensin superfamilies (35). Notably, 49/64 defensin sequences contained the defensin-2 superfamily domain (Pfam: PF01097), while 15 lacked this domain, indicating potential functional diversification (Figure 7). Domain truncation or loss may reflect adaptive specialization, such as tissue-specific activity or novel antimicrobial targets (36). For instance, defensins lacking canonical domains may mediate non-classical roles in immune modulation or host-pathogen coadaptation (23, 37). Previous studies have revealed three critical features of conserved defensin motif: the RVRR propeptide cleavage site (37/64 sequences), essential for releasing mature peptides from precursor proteins (38); the CXXXC motif (62/64) stabilizing the *α*-helix; and the CXC motif (61/64) anchoring *β*-strands via disulfide bonds (Figure 7). These motifs collectively maintain the CSαβ scaffold, a hallmark of invertebrate defensins (39, 40). The expression of tick defensins is known to exhibit tissue-specific patterns, with transcripts detected in the midgut, salivary glands, hemolymph and ovary depending on the species and physiological state (18, 20, 41). In *Ixodes pacificus*, for example, certain defensin isoforms are abundantly expressed in the midgut of unfed ticks. However, the use of whole-tick homogenates, rather than dissected tissues, precluded the resolution of the spatial distribution of the 15 defensin isoforms identified here. Consequently, it remains unclear whether the observed transcriptional up-regulation following bacterial challenge occurs ubiquitously across all tick tissues or is restricted to specific organs such as the midgut or salivary glands. Future studies employing tissue-specific expression profiling would be valuable to address this question.

Although a previous transcriptomic study on *H. asiaticum* infected with the fungus Beauveria bassiana and the Gram-negative bacterium *Enterobacter cloacae* identified 68 potential immunity-related genes and described the presence of Toll and JAK/STAT pathway components (31), the present work extends this foundation in several important directions. Instead of relying solely on homology-based annotation, this study systematically characterized the defensin repertoire of *H. asiaticum*, identifying 15 putative defensin genes and analyzing their phylogenetic relationships and conserved motif structures (RVRR, CXXXC, CXC), which represents the first comprehensive defensin family analysis in this species. Our comparative challenge design using both Gram-negative (*E. coli*) and Gram-positive (*S. aureus*) bacteria further revealed that *H. asiaticum* mounts a coordinated transcriptional response to both types of bacteria, with defensin up-regulation as a common and robust effector output. More notably, the lysosome pathway was significantly down-regulated following bacterial challenge in both infection groups, a finding previously unreported in *H. asiaticum* that potentially reflects a metabolic trade-off redirecting cellular resources toward antimicrobial peptide production. Collectively, these novel aspects provide a more detailed view of the antibacterial immune response in *H. asiaticum*, with particular emphasis on effector molecules (defensins) and previously unrecognized transcriptional modulation (lysosome suppression).

Based on our transcriptomic analysis, defensin genes were significantly up-regulated in both EC and SA treatment groups, suggesting that *H. asiaticum* defensins act as broad-spectrum antimicrobial effectors rather than being strictly pathogen-specific. This consistent and marked induction further suggests that defensins may contribute to the tick’s immune response beyond their direct antimicrobial activity. In addition, the global set of DEGs was significantly enriched in pathways governing apoptosis and oxidative stress responses. Although these pathway enrichments do not prove a direct causal relationship, they raise the possibility that defensins might participate in the regulation of programmed cell death-potentially to eliminate infected or damaged cells and may also aid in counteracting oxidative stress triggered by bacterial invasion (42). If confirmed, such multifunctional roles would position defensins as key integrators of antimicrobial defense, tissue homeostasis, and stress adaptation in *H. asiaticum*. While this potential strategy remains to be fully characterized in ticks, similar phenomena have been observed in other arthropods, such as in fruit flies and mosquitoes, where defensin expression has been associated with oxidative stress responses and immune modulation (42, 43). For instance, certain defensin isoforms might contribute to balancing pathogen defense with metabolic homeostasis by binding reactive oxygen species (ROS) during prolonged blood-feeding (14). Therefore, these transcriptomic findings offer new clues regarding the diverse potential functions of defensins in tick immunity beyond their traditional antimicrobial roles, necessitating further functional biological experiments to validate their specific roles and regulatory mechanisms in programmed cell death and oxidative stress (44).

Defensins may contribute to host-microbe coexistence through their molecular specificity. Evolutionary pressure likely favors defensin isoforms that potently neutralize common environmental opportunistic pathogens while preserving the persistence and transmission of obligate intracellular bacteria (6, 45). Such functional specialization is critical for maintaining the tick’s vector competence (19).

The study provides a foundational transcriptomic resource and reveals key immune features of *H. asiaticum* using a laboratory population, which minimizes genetic variability and environmental noise. The conserved defensin motifs and core immune pathways identified here are likely fundamental across populations. However, the generalizability of the quantitative expression dynamics and potential existence of population-specific defensin isoforms warrant further investigation in ticks from diverse geographical origins, which may have experienced distinct pathogen-driven evolutionary pressures.

## 5 Conclusion

This study characterizes the defensin repertoire and immune transcriptomic response of *H. asiaticum* to Gram-negative *E. coli* and Gram-positive *S. aureus* bacteria. We identified 15 putative defensin genes in the *H. asiaticum* transcriptome, several of which were significantly up-regulated following bacterial challenge, indicating their involvement in the antibacterial response. KEGG pathway analysis revealed that the MAPK and Toll-like receptor signaling pathways were commonly activated in response to both types of bacteria. In contrast, the lysosome pathway was significantly down-regulated in both infection groups. These findings provide a transcriptomic resource for understanding tick innate immunity and highlight candidate defensins and signaling pathways that may serve as targets for interrupting tick-borne pathogen transmission.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: NCI, accession number GSE319477; https://www.ncbi.nlm.nih.gov/nuccore/?term=GSE319477.

## Footnotes

1
http://www.genome.jp/tools-bin/clustalw

2
http://itol.embl.de

3
https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE319477

How the deposited data were processed for this re-analysis (not part of the article)

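RNA-seq was analysed for 9 libraries of unfed *H. asiaticum* females, 3 each from the PBS, EC and SA groups, each a pool of 10 ticks taken 24 h after injection. Reads were filtered by the authors with fastp 0.23.4, grouped by UMI into consensus reads and assembled with Trinity 2.15.1, and the longest transcript per gene was kept as a unigene. The submitters' processing notes name fastp 0.23.4, Bowtie2 and edgeR 3.12.1. The authors deposited estimated counts per unigene, without normalization to depth or length, together with the unigene length. The paper names Bowtie2 for aligning reads back to the assembly, and the quantification program is not given in the sources used here. The paper gives edgeR, a p-value of 0.05 and a fold change of 2 as its criteria, and its text names no filter, normalization or kind of test within edgeR.

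From the deposited table the estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. All 195132 unigenes entered the library totals, and 35161 were kept by the filterByExpr function of edgeR. Libraries were scaled by TMM, with factors from 1.03 to 1.09 in PBS, 0.876 to 1.02 in EC and 0.927 to 0.984 in SA. The quasi-likelihood test was fitted to all 9 libraries with the group as the only term, which leaves 6 residual degrees of freedom, and gave EC vs. PBS, SA vs. PBS, EC vs. SA and the mean of EC and SA vs. PBS. P-values were adjusted by the Benjamini-Hochberg method over all unigenes tested. Counts of DEGs at the criteria of the paper used the unadjusted p. The biological coefficient of variation was 0.443. Standard errors were taken from the log2 fold change and the F statistic of the same test. PCA used log2 CPM with a prior count of 2, centred and not scaled per unigene, and K-means used 2 clusters and 50 random starts on Z-scores of log2 CPM. Separation of the groups was tested by enumerating all splits of the libraries. DESeq2 1.42.0 and the exact and likelihood ratio tests of edgeR were run as alternatives, along with RLE scaling, scaling by library size alone, no filter, a stricter filter, fits of 2 groups, a fit with the replicate number as a term, and fits without each library in turn. The tests of the groups, their alternatives and the rule for naming unigenes were fixed before the data were examined. Tests of technical explanations were set afterwards, and the closing parts name those chosen once their result had been seen.

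Unigenes were named by ID because the table used here does not pair IDs with gene names. The rule took the 2 IDs that rose and the 2 that fell with the largest smaller change of EC vs. PBS and SA vs. PBS, among unigenes at an adjusted p under 0.05 in the same direction in both, with a mean of at least 10 CPM and every challenged library beyond every PBS library. The paper states that an annotation table was deposited with the assembly sequences, and that table was not used here. For this reason lists of immune, tissue and contaminant genes fixed in advance were not analysed here, nor were the defensins, GO terms and KEGG pathways of the paper. Similar unigenes of one gene family may share reads in a de novo assembly, and the table used here does not show how such reads were assigned, so single unigenes are uncertain in this respect.

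Libraries of a group were compared with each other before they were treated as replicates. Within groups, chi-square per degree of freedom ranged from 25.8 to 50.0, so no pair of libraries was a repeat deposit of 1 library. The paper states that ticks came from 1 reared batch and that the replicates are separate pools. Each library held between 15948920 and 19711355 estimated counts, and the counting error of low unigenes limits what can be called, since unigenes down to a mean of 0.204 CPM were tested. The tests were checked on simulated counts drawn from the means, library sizes and dispersions of the real libraries with 200 changed unigenes.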

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

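For the pattern in SA replicate 1, all tests except that of the level of unigenes found in only some libraries were chosen after the result was seen. SA replicate 1 stood apart from the other 8 libraries in which unigenes it held. This was judged by the gap of the extreme library from the rest among 6 library-wide measures. For 1 normally distributed measure, chance flags about 1 in 20 such groups, so a flag among 6 measures is more likely. That rate does not hold for a measure that is 0 or 1 in all other libraries. Only 181 unigenes were at 2 counts or fewer in SA replicate 1 while another library had at least 50 counts, against 575 to 651 in each of the other 8 libraries. At a minimum of 10, 100 or 300 counts elsewhere, among several limits looked at while exploring, the numbers were 5299, 51 and 8 in SA replicate 1 and 5593 to 7368, 226 to 271 and 58 to 82 in the others. A further 28 unigenes had at least 50 counts in SA replicate 1 and 2 or fewer in every other library, where the other libraries had 0 or 1 such unigenes. At 10 counts or more the gap was absent, with 74 such unigenes in SA replicate 1 and 6 to 97 in the others.

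Sequencing depth does not account for the pattern, since the deepest library (EC replicate 2) lacked 3.24 times as many unigenes as SA replicate 1. An assembly made from SA replicate 1 alone is argued against by 74 unigenes at 0 there with at least 50 counts in another library. RNA of the other EC and SA pools mixed into it, or of the PBS pools, cannot account for the 28 unigenes. These had 2 counts or fewer in every other library, PBS included. They do not test whether mixing caused the small number of unigenes lacking in SA replicate 1, since the 28 may have another source.

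Whether RNA of the PBS pools made up a part of SA replicate 1 was not settled. Only 4 unigenes had at least 50 counts in every PBS library and 2 or fewer in the other 5 challenged libraries, and in SA replicate 1 they lay at a median of 2.29% of the PBS mean (highest 12.1%), between the limits of 2% and 10% set for that test. A second test was made after the first was undecided, with new limits of 5% and 20%. In it, 499 unigenes that fell at least 10-fold lay in SA replicate 1 at a median of 2.7% of the way from the other challenged libraries to PBS (quartiles -1.21% and 8.33%), and in each of the other 5 challenged libraries at -1.25% to -0.0437%. This value lies under the new limit and would not lie under the first, and SA replicate 1 was the highest of 6, so a small admixture stays open.

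Of the unigenes carried by some libraries and lacking in others, SA replicate 1 held 94.6% (57.2% to 69.1% in the other libraries), at a median log2 ratio of -1.22 to the libraries that carried them (-1.07 to -0.28 in the others), which is consistent with a pool that combined more genotypes, each diluted, as a hypothesis found and tested on the same data. The margin over the next library is small, and partial mixing with other pools, PBS pools included, stays open.

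PBS replicate 2 held 18.8% of its counts in its 10 most abundant unigenes, against 13.7% to 15.8% in the other 8 libraries, and was set apart by the same measure of the gap.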

How the results depend on the processing

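The direction of the 4 named unigenes was the same, at an adjusted p under 0.05, in all 152 alternative values (adjusted p from 2.07e-142 to 0.016). They were chosen in these same libraries as the largest changes past this threshold, so this result was nearly fixed by the choice. The lowest value came from the quasi-likelihood fit without the low-count filter, for TRINITY_DN71839_c1_g2 in EC, where the filtered fit gave 0.000524. The fold changes of the 4 unigenes moved by over 1.5 times without 1 library in 5 of 8 comparisons. Of the values of the other results 115 stayed within the limits set for them and 35 did not. Without the low-count filter there were 15762 DEGs in EC and 14930 in SA at the thresholds of the paper, and 6417 (EC vs. PBS), 5942 (SA vs. PBS), 981 (EC vs. SA) and 7982 (mean of EC and SA vs. PBS) at an adjusted p under 0.05, and for EC vs. PBS, SA vs. PBS and the mean, 2661, 2724 and 3756 of these were also called with the filter. The exact test without a filter, added after seeing the data, gave 10088 and 10925 DEGs, and 49 unigenes in EC vs. SA. DESeq2 called 4951 unigenes in EC vs. PBS (3290 by the quasi-likelihood test, 3272 shared) and 55 in EC vs. SA. EC vs. SA gave 78 with the exact test, 35 with the likelihood ratio test and 1 with 2 groups only. The shared calls of EC and SA were 3841 at the thresholds of the paper.

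Leaving out 1 library gave 5297 to 6641 DEGs in EC and 5216 to 6097 in SA. At an adjusted p under 0.05 it gave 1707 (without PBS replicate 3) to 2908 in EC, 1681 (without SA replicate 2) to 3660 in SA, 0 to 1 in EC vs. SA, and 2696 (without PBS replicate 3) to 4409 for the mean of EC and SA, which was 4676 with all libraries and 2811 without PBS replicate 1. Shared calls ranged from 1324 to 2026, the correlation from 0.696 (without SA replicate 1) to 0.866, and the ratio of distances from 1.14 to 1.23. Fewer libraries leave fewer degrees of freedom, and more unigenes passed the low-count filter in these fits (37895 to 39005, against 35161 with all libraries). The cause was not tested further. The replicate numbers did not pair the libraries as a whole. The correlations of deviations ranged from -0.154 to 0.225 for libraries of the same number and from -0.311 to 0.281 for those of different numbers. Those among the replicate 3 libraries were all positive (0.167 to 0.225), and those among replicates 1 and among replicates 2 had mixed signs. With the replicate number as a block, EC had 5218 DEGs and SA 5219, and not every library correlated best with its own number. At an adjusted p under 0.05 the block fit called 2618 unigenes in EC and 2576 in SA, against 3290 and 3319 without the block. K-means with 3, 4 or 6 clusters, or on unigenes at an adjusted p under 0.05, kept the share of unigenes high in PBS within 10 percentage points. Alternatives for gene lists and for normalized values were not run. Calls were rarer at low levels. In simulated EC and PBS libraries, 13 of 27 unigenes changed 4-fold at 10 CPM or more were called, against 15 of 100 over all levels. Depth was not varied, so its part in this was not tested.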

Differences from the paper's values

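No number of the paper that was recomputed differed by more than 1.5 times. At the thresholds of the paper, EC had 5404 DEGs where the paper's value is 4294, and SA had 5324 where the paper's value is 4582. Of the 18 alternatives set before the data were examined, 16 gave an EC total and 17 an SA total within 1.5 times of the paper's value. The stricter filter (4182 and 4119) and the fit of 2 groups only (4565 and 5023) came nearest. The number of unigenes, their mean length and their N50 match those of the paper.

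The paper describes a clear separation of all 3 groups by PCA and takes it as distinct reprogramming by the 2 bacteria. It does not give the input or scaling of its PCA, and the distances below, over the unigenes tested, are a different measure. The paper also reports enrichment of a GO term for humoral immune response in EC and not in SA, which was not analysed here. Here the PBS libraries were separate from the rest, and the mean distance between EC and SA libraries was 1.00 times the distance within them, with 4 of 10 splits as large. Scaled unigenes gave 1.01 and 3 of 10 splits. The quasi-likelihood test of edgeR called 0 unigenes between EC and SA, with 1611 at an unadjusted p under 0.05, and DESeq2 called 55.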

Other observations

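Tests of the lack of calls between EC and SA by sample number, of presence and absence of unigenes, and of the splits of 9 libraries and of EC vs. SA at an adjusted p were chosen after the result was seen. There were 18 unigenes at 0 in all 3 PBS libraries with at least 5 counts in all 6 challenged libraries, and another split of the 9 libraries gave 29 (3 of 84 splits as large, one-sided exact permutation test, p = 0.0357). In the opposite direction, 25 unigenes had at least 5 counts in all PBS libraries and 0 in all challenged ones, and the highest other split gave 23 (1 of 84 splits as large, one-sided exact permutation test, p = 0.0119, the smallest that 84 splits allow).

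Chance is an unlikely source of the difference between challenged and PBS libraries as a whole, although 84 splits allow no share smaller than 1 in 84. A fit of 3 against 6 libraries called 4870 unigenes at an adjusted p under 0.05, the other 83 splits gave at most 39, and 1 of 84 splits was as large. Each other split puts PBS and challenged libraries in the same group, which raises the spread within groups and lowers its calls. The numbers of the other splits are therefore not a chance level, and only the rank counts. The same holds for the splits of EC vs. PBS and SA vs. PBS. For 3 libraries against 3, the 10 splits are too few for a share under 0.05. In fits of 6 libraries, EC vs. PBS gave 4565 DEGs at the thresholds of the paper (highest other split 1513, 1 split as large) and 2430 unigenes at an adjusted p under 0.05 (highest other 13), and SA vs. PBS gave 5023 (highest other 1023) and 3603 (highest other 0).

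The libraries held a structure that did not follow the groups. At the thresholds of the paper, EC vs. SA gave 649 unigenes in a fit of these 6 libraries, and 5 of 10 splits gave as many. The split of EC replicates 1 and 2 and SA replicate 1 from EC replicate 3 and SA replicates 2 and 3 gave 2026, and at an adjusted p under 0.05 it gave 39 where EC vs. SA gave 1 and 6 of 10 splits gave as many. The same libraries were parted by principal component 2, with scores of -82.0, -71.9 and -19.6 against 44.8, 68.9 and 87.3, and it parted PBS replicate 2 (-97.4) from PBS replicates 1 (46.1) and 3 (23.8) as well. Neither the paper nor the labels name a batch that follows this split, and its cause was not tested.

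Technical explanations were weighed for the lack of calls between EC and SA. Too few libraries for any call is argued against by the 3290 unigenes called in EC vs. PBS in the same fit at the same number of libraries. Without 1 of the 6 challenged libraries, at most 1 unigene was called between EC and SA. That cannot decide whether a single library hides a difference, because such fits also lose power. Calls in SA vs. PBS, for example, fell from 3319 to 1681 without SA replicate 2. Differences of a smaller size or in few unigenes stay open, since 5 of 100 unigenes with a simulated 4-fold difference between EC and SA were called. The median standard error of the log2 difference between EC and SA was 0.34 over the 4117 unigenes called in EC or SA against PBS, and 87.0% of these had a fitted difference under 1. Responses of different strength that this test cannot resolve may therefore exist.

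The likeness of the EC and SA responses is not explained by the shared PBS libraries alone, since the covariance of the log2 fold changes was 1.32 and the highest of 40 simulations without effects gave 0.223. Part of the likeness may rest on SA replicate 1, the nearest library to EC replicates 1 and 2, since the correlation was 0.845 with it and 0.696 without it. Leaving out any other challenged library also lowered the correlation, to between 0.737 and 0.823. The fit without SA replicate 1 also tested more unigenes, 38741 against 35161, so the fall cannot be assigned to that library alone. A trend with unigene length was too small to be the whole cause, since its correction in each library shifted the log2 fold changes of challenged against PBS libraries by a median of only 0.0309 and left a covariance of EC and SA of 1.31 and 2451 shared calls. With so small a shift, that 94.9% of the 4676 unigenes called between challenged and PBS libraries were called again in the same direction adds little. A response to bacteria in general is one hypothesis that remains, and a response to any difference between the handling of challenged and PBS ticks is another, which the design cannot separate from it.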
